A study of Homo sapiens with 16 samples.

How the data were processed

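Gene expression was measured by RNA-seq in 16 libraries of SK-N-BE(2), a human neuroblastoma cell line with amplified MYCN. The 4 groups of 4 libraries were cells labelled wild type (WT) and cells transfected with 1 of 3 forms of HIF-2α, the protein encoded by EPAS1. FL is the full-length protein. NCTAD and cIDR are the forms that the study design writes ΔN-CTAD and Δc-IDR, read here as deletions of those regions; the sample labels give both names without the Δ. Column names of the deposited tables differ from the labels: they name the line BE2c, which is read as its subclone BE(2)-C, call FL wild type and WT control, and shorten N-CTAD to NTAD. Groups here follow the sample labels, and EPAS1 was low only in the libraries labelled WT. The residues concerned, the vector, the time after transfection and whether WT cells received an empty vector are not stated in the labels. Transfection as such therefore cannot be separated from HIF-2α in any comparison with WT. Cells grew at 21% oxygen with 10% serum, and poly(A)-selected stranded libraries were made from 250 ng of RNA with 13 PCR cycles, per the labels.

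The deposited estimated counts per gene came from salmon, per the name of the table, with no scaling to depth or length. The deposited TPM values (transcripts per 1 M) came from the same salmon run and are scaled to the same sum in each library. The salmon version, read trimming, genome build and annotation release are not stated, so no coordinates are given here. Gene identifiers and symbols are those in the tables, which hold 63187 genes. GENCODE 29 transcripts were used for transcript length and GC content, found for 95.5% of the tested genes, and to look up 1 gene without a symbol. Reads of endogenous EPAS1 and of the transfected sequences are counted together. A shortened construct gives fewer fragments per transcript, so its EPAS1 count understates its number of copies relative to FL.

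Estimated counts, of which 15.5% were not whole, were rounded to whole numbers. Genes with low counts were removed with filterByExpr by group, which left 19530 genes. Groups were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, 1 model over the 16 libraries and group as the only term. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. The biological coefficient of variation was 0.245. The SE of a log2 fold change is the fold change divided by the square root of the F statistic. CPM, counts per 1 M counts, use TMM-scaled library sizes, and log2 CPM used a prior count of 2. The 6 comparisons set each construct against WT and the constructs against each other. Genes named in the text were chosen by a rule: for each comparison the 3 largest rises and the 3 largest falls among called genes with a symbol, a mean log2 CPM of at least 1 and no overlap between the groups. In addition came EPAS1, HIF1A, ARNT and MYCN, and up to 4 members of the hypoxia, glycolysis and HIF-2 lists with the smallest adjusted p. The design, this rule, the gene lists and the alternatives not described as added were fixed before the data were examined.

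The labels give each replicate number also as a batch, 1 to 4, so that same-numbered libraries of the 4 groups share a batch. Deviations of log2 CPM from the group mean correlated across genes with a mean r of 0.308 between libraries of the same number (0.0674 to 0.712) and −0.0946 between libraries of different numbers. The fit with the batch as a replicate block, an alternative, had a biological coefficient of variation of 0.108, and its value is given where it changed a call or a count. No 2 replicates were copies of each other: the chi-square per degree of freedom between libraries of a group was at least 7.24.

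The 189 genes of 8 lists (hypoxia, glycolysis, HIF-2-associated, interferon response, adrenergic and mesenchymal neuroblastoma markers, ER and amino acid stress, proliferation) were used as far as they passed the filter. Each list was tested in each comparison with cameraPR of limma 3.58.1 at a preset inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 48 tests. After seeing the data, exact permutation tests of list means were added, which rearranged the group labels within batches. Other alternatives were size factors by the median of ratios, DESeq2 1.42.0, no low-count filter, at least 10 counts in every library, only the 8 libraries of a comparison, limma on log2(TPM + 1) and on log2(TPM + 0.1), a minimum absolute log2 fold change of 1, fry, camera with an estimated correlation, and each library left out in turn. Alternatives added after seeing the data were DESeq2 with the batch in the model, each batch left out whole, the set tests other than cameraPR with the block, each library left out with the block, and components with each library left out. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

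Totals ranged from 38.6 to 56.1 M (mega) counts per library. A count of 0 allows up to 3 counts, and intervals and limits cover counting error only, because PCR copies are not independent molecules. In data simulated from the real means, with 100 genes changed by 1 and 100 by 2 on the log2 scale among 19162 genes tested, the test without the block recovered 73% and 93% and made 0 false calls among 166. With the block it recovered 92% and 98%, with 5 false calls among 195. A simulated shift of 0.3 was found in 3 of 3 list tests with either fit, and 1 of 37 unchanged list tests had an unadjusted p under 0.05. Genes were drawn independently around their batch means. Correlation between genes within a batch, estimated at 0.124 for the hypoxia list with the block, was therefore absent. The simulation cannot show whether the list p-values hold under such correlation. Of the genes called with the block, 1 result is not reported here.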

Results

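The data were estimated transcript counts for 63187 genes in 16 libraries, 4 from WT SK-N-BE(2) cells and 4 from cells transfected with each of 3 forms of HIF-2α. The WT libraries held 46.9, 51.0, 41.4 and 44.5 M (mega) counts in batches 1 to 4, and the FL libraries held 43.0, 49.5, 46.5 and 49.0 M. Totals of the NCTAD libraries were 46.4, 47.8, 56.1 and 47.6 M, and those of the cIDR libraries were 38.6, 55.3, 49.1 and 44.6 M. After the low-count filter 19530 genes were tested.

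Over the 500 most variable genes, component 1 held 27.9% of the variance. Batch explained 93.0% of its scores and group explained 4.56%. All 4 libraries of batch 2 had positive scores, from 27.3 to 40.4, and the other 12 had negative scores. Component 2 held 8.71% of the variance, and group explained 52.8% of its scores. With the 2000 most variable genes and with all tested genes, group explained 10.8% and 6.49% of the scores of component 2, and batch explained 49.4% and 50.9%. Group then explained 56.8% of component 3 with 2000 genes, and 27.8% and 26.7% of components 3 and 4 with all. With all tested genes, component 1 held 33.4% of the variance, and batch explained 98.9% of its scores.

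**Figure D1:**
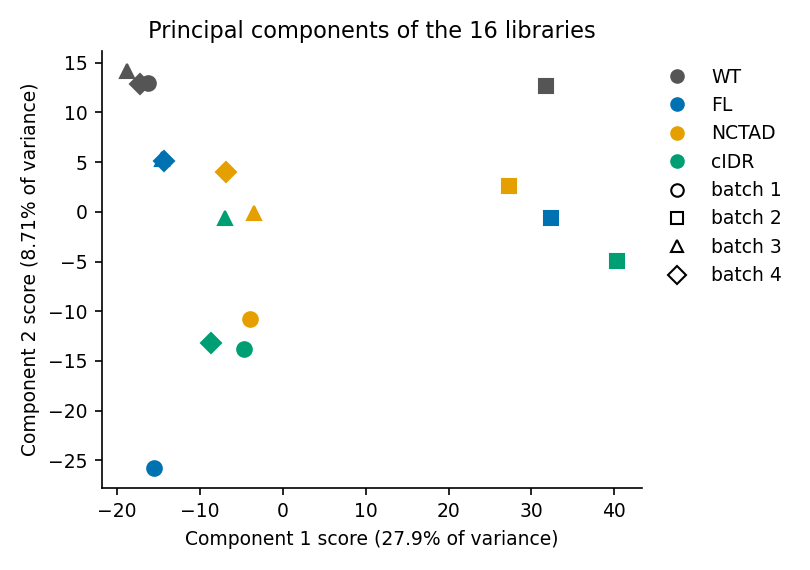
Scores of the 16 libraries on components 1 and 2 of log2 CPM of the 500 most variable genes. The libraries of batch 2 (by marker shape) lie between 27.3 and 40.4 on component 1, and the others lie below 0.

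The level of EPAS1 (ENSG00000116016.14), the gene of the transfected protein, was read first as a check of the labels. It was 18.2 ± 6.89 CPM in WT, 2610 ± 906 in FL, 2850 ± 1330 in NCTAD and 4480 ± 1740 in cIDR (mean ± SD, n = 4 each). Counts ranged from 621 to 1511 in the WT libraries and from 65359 to 282023 in the transfected libraries, so that no WT library overlapped a transfected one. The log2 fold change against WT by edgeR was 7.16 ± 0.50 (SE) for FL (adjusted p 3.31e-06), 7.29 ± 0.50 for NCTAD (adjusted p 2.77e-06) and 7.95 ± 0.51 for cIDR (adjusted p 1.18e-06). TPM values moved these most, to 8.72, 9.30 and 9.68 with a pseudocount of 0.1. Between constructs, EPAS1 was higher in cIDR than in FL by 0.78 ± 0.38 and than in NCTAD by 0.65 ± 0.38, in 4 of 4 batches each, without passing the threshold (edgeR adjusted p of 1 for both). The NCTAD to FL difference was 0.13 ± 0.38 (adjusted p 1) and changed sign without NCTAD replicate 3 (−0.13), NCTAD replicate 4 (−0.015) or FL replicate 1 (−0.028). With log2(TPM + 1) the NCTAD to FL difference was 0.59 and the cIDR to NCTAD difference 0.38. Shortened forms give fewer fragments per transcript, so counts understate copies of NCTAD and cIDR relative to FL, and the direction of this effect between NCTAD and cIDR is not known.

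**Figure D2:**
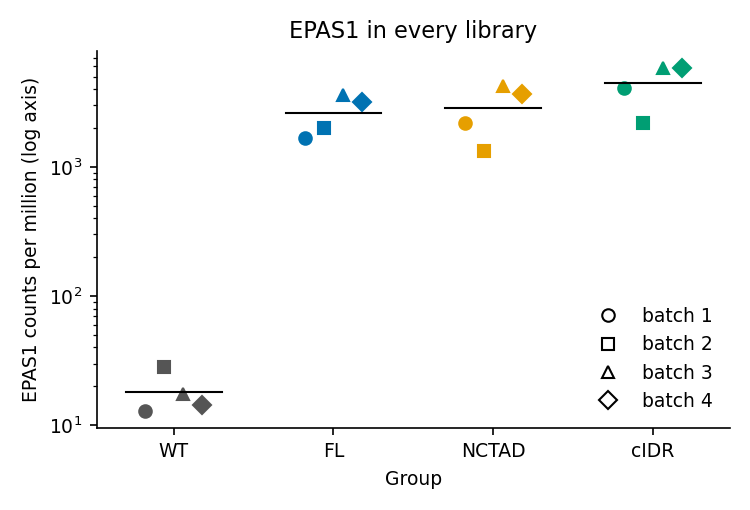
EPAS1 in CPM (log axis) in each of the 16 libraries, by group, with marker shape for the batch and a line at the group mean. WT libraries lie between 13.0 and 28.1 CPM and transfected libraries between 1320 and 5850 CPM.

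The comparison of FL with WT asked how full-length HIF-2α changes the transcriptome. It called 2 genes, both higher, and 222 genes had an unadjusted p under 0.05. These were EPAS1 and ENSG00000287521, a gene without a symbol that was chosen after its values were seen. ENSG00000287521 had 0 counts in all WT libraries and 22 to 123 counts in the transfected libraries. Its level was at least 15.6-fold higher in FL, 15.5-fold in NCTAD and 27.3-fold in cIDR than the limit that 0 counts allow. It is uncertain whether its reads are separate from those of EPAS1. The alternative that moved the number of calls most among those fixed in advance was the replicate block, with 20 genes called, 14 higher and 6 lower, both unblocked calls included. Single libraries left out with the block gave 10 genes (without WT replicate 1) to 23 (without FL replicate 1). Among the list genes with the smallest adjusted p, BHLHE40 rose by 0.80 ± 0.24 without the block (edgeR adjusted p 1) and by 0.78 ± 0.08 with it (adjusted p 0.000308), in 4 of 4 batches. CXCR4 (1.56 ± 0.42), ADM (1.04 ± 0.35) and SLC2A1 (0.46 ± 0.16) were higher in 4 of 4 batches and not called by either fit. Without the block and without FL replicate 2 the CXCR4 difference was 0.94. With the block the genes with the smallest adjusted p, chosen after the values were seen, included PPP2R2B, which fell by 1.41 ± 0.14 (edgeR adjusted p 0.000308). SLC12A3 rose by 1.85 ± 0.22 (edgeR adjusted p 0.00189) and TRIM29 by 2.76 ± 0.36 (adjusted p 0.00403).

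The comparison of NCTAD with WT called 5 genes, all higher, with 277 genes at an unadjusted p under 0.05. Besides EPAS1 and ENSG00000287521 these were RGMA, SOX7 and ENSG00000275993. RGMA (ENSG00000182175.15) was 4.71 ± 0.71 CPM in WT and 12 ± 3.93 in NCTAD (SD, n = 4), a log2 fold change of 1.35 ± 0.21 (edgeR adjusted p 0.0337). SOX7 (ENSG00000171056.8) was 38.3 ± 0.97 CPM in WT and 60.6 ± 1.75 in NCTAD, a change of 0.66 ± 0.10 (edgeR adjusted p 0.0262). Both were higher in 4 of 4 batches. RGMA kept its call without NCTAD replicate 2 (edgeR adjusted p 0.00015) and lost it when any other of the 8 libraries was left out (0.0941 to 0.262). SOX7 lost its call when any 1 of the 8 was left out (edgeR adjusted p 0.0513 to 0.176). ENSG00000275993, chosen after its values were seen, rose by 0.80 ± 0.11 (edgeR adjusted p 0.00916) and lost its call without WT replicate 1, 2 or 3 (0.0704, 0.0545 and 0.0941). With TPM values none of these 3 genes was called (limma adjusted p 0.38 to 0.776). GENCODE 29 names it SIK1B, a near-identical copy of SIK1, so the split of reads between the pair is uncertain. With the batch as a block 89 genes were called, 82 higher and 7 lower, including the 5. Without WT replicate 1 that count was 43, the lowest over single libraries left out. CXCR4 rose by 2.10 ± 0.32 (edgeR adjusted p 0.00483), ADM by 1.34 ± 0.22 (0.00861), BHLHE40 by 0.93 ± 0.08 (5.92e-05) and SLC2A1 by 0.74 ± 0.13 (0.0129), each in 4 of 4 batches. None of these 4 was called by edgeR without the block. C2CD4A (2.69 ± 0.26), RTL1 (0.99 ± 0.10) and CRH (1.57 ± 0.16), chosen after the values were seen, were also higher with the block.

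The comparison of cIDR with WT called EPAS1 and ENSG00000287521, with 268 genes at an unadjusted p under 0.05. With the replicate block 95 genes were called, 89 higher and 6 lower, again with both of these. Without WT replicate 1 that count was 49, the lowest over single libraries left out. BHLHE40 rose by 1.11 ± 0.08 (edgeR adjusted p 5.79e-06), ADM by 1.47 ± 0.22 (0.00417) and PLOD2 by 1.64 ± 0.26 (0.00876) with the block, and none was called without it. SLC2A1 rose by 0.57 ± 0.13 and was not called (edgeR adjusted p 0.0787 with the block). PFKP (0.89 ± 0.08), TNIP1 (0.61 ± 0.06), PFKFB4 (0.67 ± 0.07) and RGS4 (0.95 ± 0.10), chosen after the values were seen, were called with the block. Without the block and without cIDR replicate 2, PFKFB4 changed sign, to −0.29. Levels of MYCN, HIF1A and ARNT differed by at most 0.037, 0.15 and 0.13 on the log2 scale in the 6 comparisons, and none was called.

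**Figure D3:**
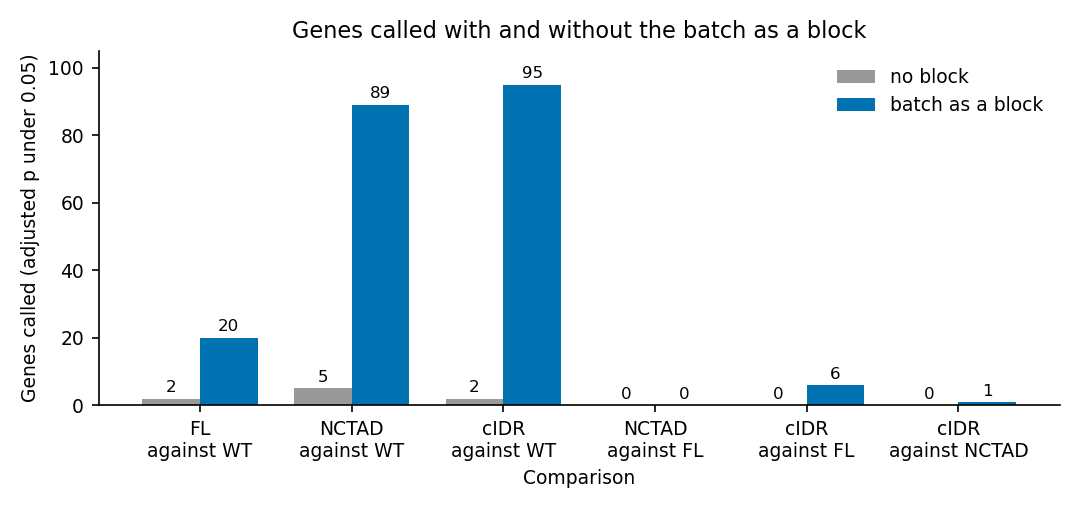
Number of genes with an edgeR adjusted p under 0.05 in each of the 6 comparisons, without a block (grey) and with the batch as a block (blue). Counts against WT rose from 2, 5 and 2 to 20, 89 and 95, and NCTAD against FL stayed at 0.

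Comparisons between constructs addressed what each deletion changes. No gene was called without the block for NCTAD against FL (173 genes at an unadjusted p under 0.05), cIDR against FL (177) or cIDR against NCTAD (119). With the block 0 genes were called for NCTAD against FL (721 at an unadjusted p under 0.05), 6 for cIDR against FL and 1 for cIDR against NCTAD. The 6 genes were all higher in cIDR. Of them KDM3A, a member of the hypoxia list, rose by 0.39 ± 0.05 (edgeR adjusted p 0.0281). The other 5 were PFKP, PDE4C, AK4, TNIP1 and CSH2, chosen after the values were seen. PFKP rose by 0.73 ± 0.08 over FL (edgeR adjusted p 0.00762) and by 0.75 ± 0.08 over NCTAD (0.00609), the single call of that comparison. CSH2 belongs to a family of near-identical genes, so its counts are uncertain. Without the block, PFKP and PDE4C changed sign against FL, to −0.040 and −0.085, when cIDR replicate 2 was left out. This count of 6 fell to 0 without FL replicate 3 and rose to 10 without batch 2. The count of 1 was 0 without NCTAD replicate 1 and 2 without cIDR replicate 2. Among list genes not called, CXCR4 was lower in cIDR than in NCTAD by 1.41 on the log2 scale (−1.41 ± 0.42, edgeR adjusted p 1), with no overlap of the libraries and 4 of 4 batches lower. FLT1 (−0.56 ± 0.28) also did not overlap. For NCTAD against FL, FLT1 was higher by 0.70 ± 0.28 (edgeR adjusted p 1) in 4 of 4 batches without overlap. CXCR4 (0.56 ± 0.41), SLC2A1 (0.27 ± 0.15) and ADM (0.34 ± 0.34) were higher in 3, 3 and 4 of 4 batches. CXCR4 was lower in cIDR than in FL by 0.85 on the log2 scale (−0.85 ± 0.41, edgeR adjusted p 1), in 4 of 4 batches. Without FL replicate 2 its difference was −0.24 for cIDR and 1.18 for NCTAD against FL. PLOD2 was higher in cIDR than in FL (1.24 ± 0.57) and than in NCTAD (1.05 ± 0.57). FUT11 was higher in cIDR than in FL by 0.38 ± 0.19 and ENO2 higher than in NCTAD by 0.13 ± 0.08.

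Over the tested genes of the 8 lists, 0 were called in any comparison without the block, with 5, 8, 10, 1, 1 and 2 at an unadjusted p under 0.05 in FL, NCTAD and cIDR against WT, NCTAD and cIDR against FL, and cIDR against NCTAD. Adjusted over the list alone, 0, 4, 2, 0, 0 and 0 were called. With the block the counts over all genes tested were 1, 13, 23, 0, 2 and 1, and adjusted over the list alone 15, 20, 35, 1, 20 and 7.

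The hypoxia list (36 genes) was higher against WT with a median log2 fold change of 0.076 in FL (cameraPR adjusted p by limma 0.0117), 0.17 in NCTAD (5.71e-05) and 0.36 in cIDR (1.47e-12). It was higher in cIDR than in FL (median 0.21, limma adjusted p 3.04e-06) and than in NCTAD (0.11, 0.000657). For NCTAD against FL the median was 0.064 (limma adjusted p 0.218), and with the replicate block it was 0.095 (8.53e-07). Single libraries of batch 2 moved these medians most. Without FL, NCTAD or cIDR replicate 2 the medians against WT were −0.18, −0.065 and 9.5e-05, and without WT replicate 2 they were 0.53, 0.56 and 0.72. The FL median was also below 0 without WT replicate 1 (−0.010). Without cIDR replicate 2 the median was −0.15 against FL and −0.20 against NCTAD. The cIDR to FL test did not pass without FL replicate 1 (0.077, limma adjusted p 0.156). The cIDR to NCTAD test did not pass without NCTAD replicate 1 (0.065, limma adjusted p 0.371), 3 (0.047, 0.22) or 4 (0.061, 0.115). The NCTAD to FL median ranged from −0.16 to 0.41 when single libraries were left out. Within batches the mean log2 CPM of the list was higher by 0.24 ± 0.12 in FL, 0.40 ± 0.10 in NCTAD and 0.55 ± 0.13 in cIDR than in the WT library of the same batch (SD, n = 4), in 4 of 4 batches each. Leaving out batch 2 with the block gave medians of 0.011 (limma adjusted p 0.00297), 0.11 (4.24e-15) and 0.26 (7.88e-29). In an exact permutation test of the group labels within batches the 4 groups differed (331776 arrangements, p 0.000145, adjusted 0.00116 over the 8 lists). Among the 3 constructs alone the exact permutation p was 0.00926 (1296 arrangements, smallest possible 0.00463, adjusted 0.0740).

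**Figure D4:**
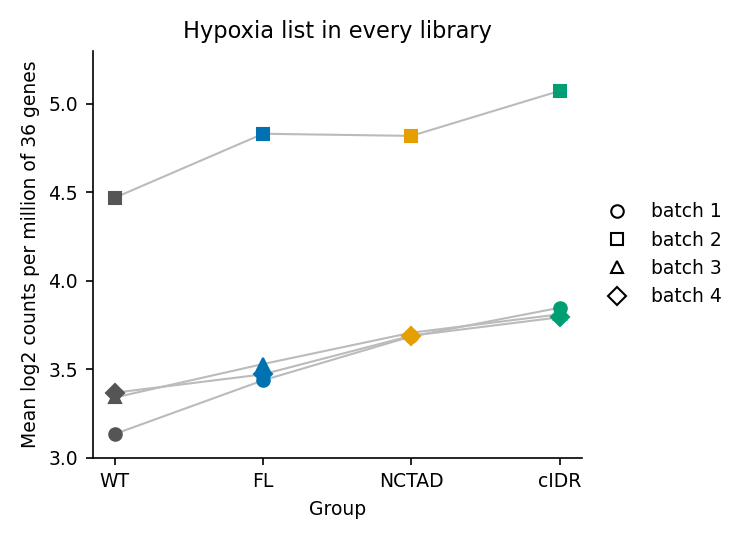
Mean log2 CPM of the 36 genes of the hypoxia list in each library, by group, with lines joining the libraries of a batch. Batch 2 lies at 4.47 to 5.07 and the other batches at 3.14 to 3.85, and within each batch WT is lowest and cIDR highest.

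The glycolysis list (20 genes) was higher in FL (median 0.13, limma adjusted p 0.000976), NCTAD (0.12, 0.000976) and cIDR (0.27, 2.18e-10) than in WT, and higher in cIDR than in FL (0.12, 0.00368) and NCTAD (0.12, 0.000976). Without FL, NCTAD or cIDR replicate 2 the medians against WT were 0.0051, −0.017 and 0.043, and without WT replicate 2 they were 0.31, 0.33 and 0.43. Without cIDR replicate 2 the medians of cIDR were −0.069 against FL and −0.073 against NCTAD. Within batches the differences from WT were 0.15 ± 0.087, 0.18 ± 0.11 and 0.33 ± 0.11 in FL, NCTAD and cIDR, positive in 4 of 4 batches each (SD, n = 4). Of the 17 HIF-2-associated genes 10 were tested. Their median was higher than in WT in FL (0.14, limma adjusted p 0.0347), NCTAD (0.16, 0.00126) and cIDR (0.16, 0.0434), but with log2(TPM + 0.1) it was −0.0085 in FL, −0.092 in NCTAD and 0.019 in cIDR. Without batch 2 the FL median was 0.021 (limma adjusted p 0.383), and 0.023 with the block (0.221). It lost its call also without WT replicate 2 (0.11, limma adjusted p 0.0615) or FL replicate 2 (0.098, 0.345). Without the low-count filter the NCTAD median was 0.080 (limma adjusted p 0.214). The cIDR median lost its call without cIDR replicate 1 (0.20, limma adjusted p 0.15) or 2 (0.11, 0.14). Without WT replicate 2 the NCTAD median was 0.54. The within-batch difference from WT was 0.27 ± 0.27 in FL, with 0.66 in batch 2, 0.42 ± 0.13 in NCTAD and 0.22 ± 0.15 in cIDR. Between cIDR and NCTAD it was −0.20 ± 0.022, lower in cIDR in 4 of 4 batches. The list test of that comparison did not pass (median −0.020, limma adjusted p 0.163), and its median was 0.066 with log2(TPM + 1), where FLT1 had no value. In the exact permutation test within batches the glycolysis list differed between the 4 groups (adjusted p 0.00116), as did the HIF-2 list (0.0145) and the adrenergic list (0.0442).

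**Figure D5:**
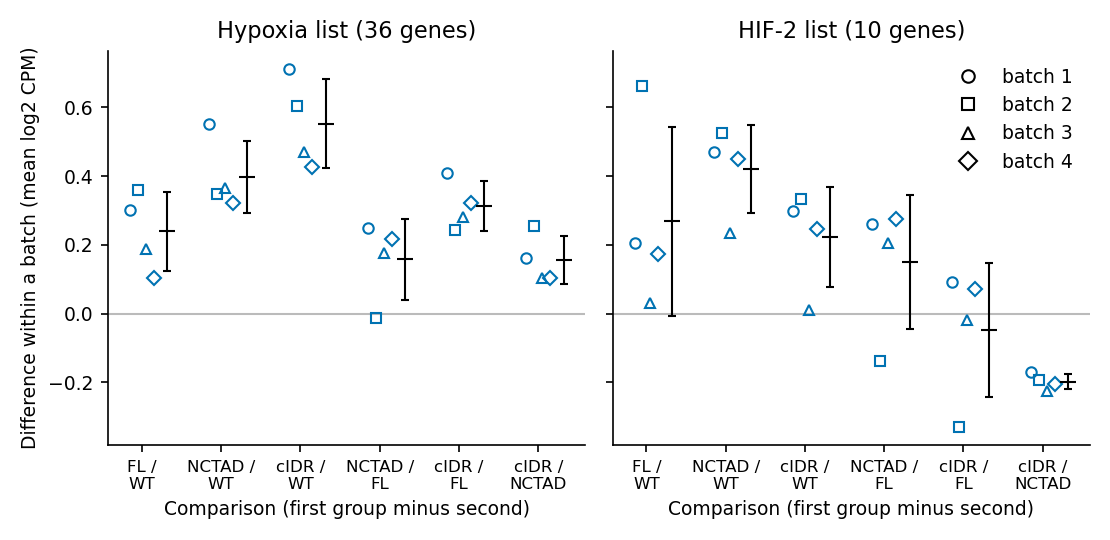
Differences in mean log2 CPM between libraries of the same batch for the hypoxia list (left) and the HIF-2 list (right) in the 6 comparisons. Markers are batches and bars the mean ± SD of 4 batches. Between cIDR and NCTAD the hypoxia list is higher (0.16 ± 0.071) and the HIF-2 list lower (−0.20 ± 0.022) in 4 of 4 batches. With log2(TPM + 1), where FLT1 had no value, the HIF-2 median is 0.066.

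The remaining 5 lists passed in 0 of 30 tests without the block (smallest unadjusted p 0.0596). Their medians lay between −0.044 and 0.094 for interferon response, −0.032 and 0.022 for adrenergic markers, −0.032 and 0.017 for mesenchymal markers, −0.032 and 0.10 for ER and amino acid stress, and −0.016 and 0.039 for proliferation. With the block 3 of the 30 passed, all in the stress list (NCTAD against WT 0.11, cIDR against WT 0.070, NCTAD against FL 0.081). Without batch 2 and without the block, the stress list passed in NCTAD (0.090, limma adjusted p 0.000756) and cIDR (0.10, 6.83e-05) against WT. It also passed in cIDR against FL (0.043, 0.0168). The adrenergic list then passed in NCTAD against WT (0.0025, limma adjusted p 0.045) and FL (0.044, 0.0388), and proliferation in NCTAD against WT (0.042, 0.0445). Of the 13 list tests past the threshold without the block, fry of limma kept only the HIF-2 list in NCTAD against WT (adjusted p 0.0189), and camera with an estimated correlation kept 0. The estimated correlation of the hypoxia list was 0.764 without the block and 0.124 with it. With the block, fry kept the hypoxia list in NCTAD against WT (adjusted p 0.00257), cIDR against WT (0.000266) and cIDR against FL (0.00331), the glycolysis list in NCTAD against WT (0.0476) and cIDR against WT (0.00188), and the HIF-2 list in NCTAD against WT (0.0476). Under the estimated correlation with the block, the hypoxia list passed in the same 3 comparisons (adjusted p 0.0345, 0.00960 and 0.0228) and the glycolysis list in cIDR against WT (0.0345).

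Log2 fold changes against WT correlated across genes, which are not independent replicates, with r of 0.473 between FL and NCTAD, 0.524 between FL and cIDR and 0.548 between NCTAD and cIDR. The comparisons share the WT libraries. Simulations with unchanged groups redrew all 16 libraries, WT included, from their batch means. They gave mean r of 0.498, 0.504 and 0.510, with maxima of 0.529, 0.539 and 0.557 in 10 simulations. None of the observed r exceeded the simulated range. The share of genes with the same sign was 68.7%, 70.9% and 74.7%, against simulated means of 66.8%, 66.7% and 66.7% and maxima of 67.3%, 67.4% and 67.1%. These shares exceeded the simulated maximum in all 3 pairs. Genes were drawn independently in the simulations, which may make the simulated range too narrow. With separate WT libraries for the 2 comparisons of a pair, which then also came from different batches, r was 0.0969, 0.0829 and 0.144. All 3 pairs shared 2 calls without the block, and 17, 16 and 53 with it. With the block 134 genes were called against WT for at least 1 construct, 16 of them for all 3. The WT libraries in common raise such overlaps, and how much unchanged groups would share was not simulated for calls. Of the 134 genes 27 were list genes, 23 of them in the hypoxia or glycolysis lists.

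To ask how much of the FL response the shortened forms retained, genes were selected in FL against WT in 2 batches and measured in the other 2, over 6 ways of halving the batches. Without the block the selection held 0 to 12 genes. It was empty in 3 halvings, all with batch 2 among the selecting batches, where 136, 157 and 159 genes had an unadjusted p under 0.05. In the other 3 the direction-signed median log2 fold change, taken again over halvings, was 1.73 in FL, 2.02 in NCTAD and 2.38 in cIDR, EPAS1 and ENSG00000287521 included. With the block 4 to 13 genes were selected, and the medians were 1.48, 1.98 and 1.83. The FL median was 0.197 when batches 2 and 4 selected. Without EPAS1 and ENSG00000287521 the FL medians lay between 1.47 and 1.61 in the 3 halvings without the block. With the block they lay between 1.12 and 1.68 in 4 halvings, but were 0.0445 when batches 2 and 4 selected and −1.46, against the direction of selection, when batches 1 and 2 did. The values in those 2 halvings were 0.929 and 0.647 in NCTAD and 1.07 and 0.358 in cIDR.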

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

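For the separation of batch 2, the tests on WT cells, on other cells and on oxygen or nutrient supply were chosen only after the result was seen.

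In each group of 4 libraries, the library farthest from the others was compared with Dixon's 95% critical value for the gap to the nearest over the range. About 1 in 20 such groups exceeds it by chance, or 8.4 of the 168 tested, and 32 did. Of these, 29 were libraries of batch 2, and in 28 of the 29 that library was the highest. Genes tested here include those chosen after their values were seen.

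Log2 CPM of PFKP in replicate 2 was 5.05 in WT, 5.15 in FL, 5.04 in NCTAD and 5.79 in cIDR, against 2.86 to 4.13 in the other libraries. AK4 was at 4.76 in WT, 5.00 in FL and 4.94 in NCTAD in replicate 2, against 1.52 to 2.94 in the others of these groups. PDE4C reached 4.04 in WT, 4.42 in NCTAD and 5.14 in cIDR (others 1.16 to 3.02), and PFKFB4 reached 4.80, 5.19 and 5.63 in the same groups (others 2.51 to 3.4). TRIM29 was at 6.53 in FL replicate 2 (others 4.02 to 4.23) and 5.33 in NCTAD replicate 2 (others 4.15 to 4.27). In FL replicate 2, BHLHE40 was at 4.99 (others 3.97 to 4.11) and RGS4 at 9.79 (8.56 to 8.74). TNIP1 was at 6.22 in WT replicate 2 (others 5.41 to 5.51). In cIDR replicate 2, FUT11 was at 5.69 (4.94 to 4.97) and ENO2 at 8.07 (7.85 to 7.87).

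Mean log2 CPM of the hypoxia list in replicate 2 was 4.83 in FL, 4.82 in NCTAD and 5.07 in cIDR, against 3.44 to 3.85 in the others of these groups. The glycolysis list was at 7.55 in WT, 7.75 in FL and 8 in cIDR (others 6.69 to 7.16). The HIF-2 list was at 3.24 in FL replicate 2 (others 2.75 to 2.82) and the stress list at 7.13 in NCTAD replicate 2 (others 6.50 to 6.52). The proliferation list was low in WT replicate 2, at 7.24 (others 7.51 to 7.56).

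With the group in the model, 9600 of 19530 genes (49.2%) differed between batch 2 and the other 3 batches by edgeR, 4930 higher and 4670 lower. This sets 1 batch against 3, but the fit treats the 4 libraries of a batch as independent. Its calls and p-values, those of the lists included, measure spread between libraries and not between batches. Among batches 1, 3 and 4, batch 1 differed from the other two in 3031 of 19102 genes, while batches 3 and 4 gave 0 calls each, with 997 and 484 genes at an unadjusted p under 0.05. In batch 2 the median log2 fold change was 0.94 for the hypoxia list and 0.47 for glycolysis. It was 0.43 for ER and amino acid stress (limma adjusted p 0.0476) and −0.34 for proliferation (3.69e-09). The HIF-2 list did not pass (0.163, limma adjusted p 0.952), with 5 of 10 genes higher. Among genes chosen after their values were seen, NDUFA4L2 rose by 5.60, NDRG1 by 3.30, VEGFA by 1.49, CHAC1 by 3.72 and INHBE by 4.34.

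Sequencing depth did not account for this: with all libraries thinned to 38.6 M counts, 9125 of the 9600 genes were still called. After removal of a length and GC trend the hypoxia median was 0.93 (0.929). The transfected constructs do not explain it either, because the hypoxia list was higher by 1.19 in WT replicate 2 than in the other WT libraries, whose SD was 0.127 (n = 3). A share of other cells without MYCN amplification stays open. MYCN changed by −0.025 ± 0.085 (SE) on the log2 scale, but its level of 2590 to 3410 CPM in the other batches would hide a small share. The lists of mesenchymal and adrenergic neuroblastoma markers did not pass in batch 2 (medians 0.145 and 0.167, limma adjusted p 0.884 for both, 8 of 14 and 12 of 21 genes higher), and no markers of cells other than neuroblastoma were tested. By more than 1, 1377 genes rose and 240 fell. A candidate explanation is lower oxygen or nutrient supply in the cultures of batch 2, for which the fall of the proliferation list (−0.34) beside the rise of hypoxia and stress genes was the test. It remains a hypothesis found on the same data. Culture, transfection and library handling share the batch number and cannot be told apart, and the labels give the same oxygen for all libraries. The design names no biological difference between batches, and no other biological explanation was tested.

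The other 3 values above the critical value are fewer than chance gives. SLC12A3 was at −0.94 log2 CPM (−0.937) in WT replicate 1, from 23 counts, against 0.28 to 0.42 in the others. The total of NCTAD replicate 3 was 56.1 M counts (others 46.4 to 47.8), close to the 55.3 M of cIDR replicate 2. No further test was made of these values, and no biological explanation was tested. In FL replicate 4 the 20 most abundant genes took 7.33% of the counts (Wilson 95% interval 7.326 to 7.341), against 11.5% to 12.3% in the other FL libraries. Its mitochondrial genes took 2.55% (Wilson 95% interval 2.547 to 2.556). Without mitochondrial genes the 20 most abundant took 6.75% (others 6.56% to 7.78%), so fewer mitochondrial transcripts are a candidate explanation of the low share. No biological explanation was tested.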

How the results depend on the processing

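No test was chosen only after the result was seen in this part, but alternatives described as added were chosen after seeing the data. All alternatives could be run, except that genes or lists removed by a filter gave no value. Besides the results that answer a comparison, 1324 values were recomputed: 1140 kept their direction and their side of the threshold or stayed within 1 SD, 78 became weaker, 34 stronger, 31 moved and 41 reversed. Among single genes 672 of 736 were the same, 30 weaker, 31 stronger and 3 reversed. EPAS1 stayed called against WT in all 16 alternatives for each construct, with log2 fold changes of 6.98 to 8.72 in FL, 7.04 to 9.30 in NCTAD and 7.79 to 9.68 in cIDR.

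Counts of genes called are given in the order FL, NCTAD and cIDR against WT, NCTAD and cIDR against FL, and cIDR against NCTAD. DESeq2 called 7, 18, 10, 2, 1 and 4 genes. The replicate block gave 20, 89, 95, 0, 6 and 1, with a coefficient of variation of 0.108 in place of 0.245. Requiring at least 10 counts in every library gave 1, 3 and 1 against WT. This filter removed ENSG00000287521, with 0 counts in WT, and in NCTAD SOX7 was tested but missed the threshold (0.65, edgeR adjusted p 0.0502). With log2(TPM + 1) the count was 1 for FL and 1 for NCTAD, and with log2(TPM + 0.1) it was 2 for NCTAD. A minimum absolute log2 fold change of 1 left 3 in NCTAD, and the 8 libraries alone gave 1 in cIDR against WT. Except for the block and the genes that a filter removed, the cause was not tested. DESeq2 with the batch in the model, added, called 58, 168, 156, 12, 46 and 21 genes on the same tested genes. Of the genes called with the replicate block it shared 20, 89, 94, 0, 6 and 1. Without a low-count filter it called 446, 528, 501, 440, 461 and 397, of which 362, 342, 322, 404, 401 and 360 were genes that the filter removes, so genes with near-zero counts made up most of the excess.

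Leaving out single libraries or, added, whole batches gave 1 to 10 genes for FL, 1 to 39 for NCTAD and 1 to 33 for cIDR against WT, and 0 to 5 for cIDR against FL. The highest values were those without batch 2. With the replicate block the ranges were 5 to 23, 32 to 83 and 36 to 72 against WT, 0 to 5 for NCTAD against FL, 0 to 10 for cIDR against FL and 0 to 2 for cIDR against NCTAD. Without batch 2 the block gave 16, 62, 46, 5, 10 and 0, sharing 13, 58, 43, 0, 3 and 0 with the counts from all batches.

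EPAS1 in NCTAD against FL ranged from −0.13 (−0.126) to 0.37 (0.366) over single libraries left out. PFKFB4 in cIDR against WT ranged from −0.29 (−0.295) to 1.64, and in cIDR against FL PFKP ranged from −0.040 (−0.0399) to 1.503 and PDE4C from −0.085 (−0.0854) to 2.60. The lowest of these last 3 were without cIDR replicate 2 and the highest without replicate 2 of the other group, so the uneven share of batch 2 caused the change of sign.

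Of 336 values of the glycolysis and HIF-2 lists, 247 were the same, 48 weaker, 3 stronger and 38 reversed. The number of list tests past the threshold was 13, fell to 1 with fry and 0 with camera and an estimated correlation, and ranged from 10 to 20 with libraries or batches left out, 20 being without batch 2. For the hypoxia list the medians of 0.076 (0.0757), 0.17 (0.165) and 0.36 (0.362) against WT, 0.21 for cIDR against FL and 0.11 (0.108) for cIDR against NCTAD did not pass with fry or the estimated correlation, which allow for the correlation of its genes (estimated at 0.764, and at 0.124 with the replicate block). With the replicate block these tests, added, did not pass for FL against WT (0.0839), NCTAD against FL (0.0946) or cIDR against NCTAD (0.0968). NCTAD against FL passed with the block (0.0946), with log2(TPM + 1) (0.0417) and with log2(TPM + 0.1) (0.0431). It also passed without batch 2 (0.131, limma adjusted p 7.69e-09) and without FL replicate 2 (0.408, 2.66e-11). The same held without NCTAD replicate 1 (0.174, limma adjusted p 0.00882), 3 (0.147, 0.0118) or 4 (0.148, 0.00902). Without NCTAD replicate 2 it passed in the opposite direction (−0.164, limma adjusted p 0.00962).

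With libraries or batches left out, hypoxia medians ranged from −0.183 to 0.534 (FL), −0.0654 to 0.565 (NCTAD) and 9.51e-05 to 0.716 (cIDR) against WT. They ranged from −0.164 to 0.408 for NCTAD against FL, −0.149 to 0.618 for cIDR against FL and −0.197 to 0.379 for cIDR against NCTAD. Each lowest value was without replicate 2 of the first group and each highest without replicate 2 of the second. Glycolysis medians ranged from −0.0171 to 0.328 for NCTAD against WT, −0.146 to 0.198 for NCTAD against FL (with the replicate block −0.00175 to 0.031), −0.0689 to 0.238 for cIDR against FL and −0.0732 to 0.215 for cIDR against NCTAD. HIF-2 medians ranged from −0.0564 to 0.241 for NCTAD against FL (with the replicate block −0.0206 to 0.0965). That comparison passed without batch 2 (0.0947, limma adjusted p 0.0298), and also with the block (0.0965, 0.0174). HIF-2 medians ranged from −0.013 to 0.0874 for cIDR against FL and −0.099 to 0.0213 for cIDR against NCTAD.

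Reversed medians of the glycolysis list in NCTAD against FL were −0.00081 with DESeq2, −0.0458 with log2(TPM + 1) and −0.0466 with log2(TPM + 0.1). For the HIF-2 list the values with log2(TPM + 1) and log2(TPM + 0.1) were −0.0153 and −0.0085 for FL against WT, −0.0537 and −0.0916 for NCTAD against WT, −0.0377 and −0.0378 for NCTAD against FL, −0.0507 and −0.0778 for cIDR against FL, and 0.0664 and 0.0717 for cIDR against NCTAD. DESeq2 gave −0.0011 for NCTAD against FL and 0.0862 for cIDR against NCTAD, and without the filter these were 0 and 0.0976. The cause was not tested. The genes held also differed: 36718 were tested by DESeq2 and without the filter, and 15871 with TPM values. FLT1 had no value with TPM. Only 10 genes of this list passed the low-count filter, and they moved both ways, while the reversed medians may rest on other members.

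The correlation between responses fell to 0.0969, 0.0829 and 0.144 when the comparisons of a pair used separate WT libraries. These comparisons also came from different batches and had fewer libraries per group. The fall therefore cannot be assigned to the shared WT libraries alone. For NCTAD and cIDR it ranged from 0.522 to 0.605 with batches left out. The retained response of FL was 2.32 at an adjusted p under 0.01, and that of cIDR was 1.83 with the replicate block; the cause was not tested. Depth limits genes with few counts, such as PLOD2 with 8 to 152 counts per library, whose fold changes rest on few molecules.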

Other observations

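In this part, the tests of transfection as such, of a culture state, of a hypoxic state for ENSG00000287521, of the amount of transcript for the HIF-2 list and of the list without CXCR4 and FLT1 were chosen only after the result was seen.

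Other splits of the libraries were fitted in the same way. For FL, NCTAD and cIDR against WT, 1 of the 35 splits of the 8 libraries, the real one, gave as many genes called, and the largest other counts were 1, 1 and 0. In FL and cIDR the 2 calls were EPAS1, the transfected gene, and ENSG00000287521, with 0 counts in WT. Transfection alone would make the real split win there, so the test says nothing about other genes in these comparisons. The 3 splits that follow pairs of batches gave 0. Between constructs 0 genes were called, with 173, 177 and 119 at an unadjusted p under 0.05. Any split gives at least 0, so the 35 of 35 splits that did so test nothing. Of the 8 splits that part every pair of a batch, with the replicate block, the real one alone gave as many genes in each comparison other than NCTAD against FL, where 0 genes were called. The share of splits cannot fall below 1 of 8 here, so this is weak evidence for the 6 and 1 calls between constructs. With the block and group labels rearranged within batches, 1 of 100 arrangements, the real one, gave as many as the 83 genes that differed between any groups. The largest other count was 46 and the median 0.

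The hypoxia list rose from FL to NCTAD to cIDR, with cIDR over FL by 0.31 ± 0.072 (SD, n = 4) within batches, in 4 of 4 batches. NCTAD over FL was positive in 3 of 4 batches. A length or GC trend left a median of 0.20 (0.196) for cIDR against FL after its removal, against 0.202 before, both with the replicate block. Transfection as such would leave no difference between the 3 constructs only if it was equal in them, which is not shown. Mean EPAS1 was 2610 CPM in FL, 2850 in NCTAD and 4480 in cIDR. A difference between constructs therefore does not exclude transfection as a cause. The 3 constructs differed with an exact permutation p of 0.00926 (1296 arrangements, smallest possible 0.00463). The adjusted p was 0.0740 over the 8 lists, so the difference does not pass that correction. Over the 7 measures used below, some of them chosen after the result was seen, the same permutation p was adjusted to 0.0216. With the replicate block, fry of limma gave an adjusted p of 0.00331 for cIDR against FL. A culture state like that of batch 2, with all lists changed in the same proportion, would need −0.090 (−0.0899) in the proliferation list. There −0.010 ± 0.022 was seen. For the stress list 0.145 would be needed, and 0.036 ± 0.056 was seen. The glycolysis list goes with such a state, with 0.215 needed and 0.185 ± 0.058 seen.

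The amount of transfected transcript stays open for this order. Over the 12 transfected libraries EPAS1 and the rise of the list over WT of the same batch had a Pearson r of 0.0916 (permutation p 0.776, adjusted 0.91 over 6 relations; Spearman rho 0.294, permutation p 0.354, adjusted 0.425), and −0.0458 without the 2 farthest libraries. With batch and construct removed r was 0.86 (permutation p 0.0123, adjusted 0.0246; rho 0.874, permutation p 0.00644, adjusted 0.0129), and 0.738 without the 2 farthest. The amount within a batch may therefore carry part of the rise. At equal EPAS1 the excess of cIDR over FL was 0.17 (0.166) in place of 0.31 (exact permutation p 0.0247, 1296 arrangements). In batches 1 and 2 cIDR had 3130 CPM of EPAS1 and a rise of 0.66, while FL in batches 3 and 4 had 3370 CPM and 0.15, but these differ also in batch. Construct and amount cannot be told apart, because protein was not analysed here and cIDR had more EPAS1 than FL in 4 of 4 batches. A difference between the constructs as such stays open as the biological explanation.

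Between cIDR and NCTAD the hypoxia list was higher by 0.16 ± 0.071 (4 of 4 batches), while the HIF-2 list was lower in cIDR in 4 of 4 (−0.20 ± 0.022, −0.198), although the HIF-2 list median is positive with TPM values (0.0664 with log2(TPM + 1)). CXCR4 (−1.45) and FLT1 (−0.52) fell most. FLT1 had no value with TPM, so the positive TPM median rests on another set of genes. CXCR4 was still lower there (−1.07 with log2(TPM + 1) and −1.40 with log2(TPM + 0.1)). No gene is in both lists (0 of 10). Over the 3 constructs the HIF-2 list itself was not shown to differ (exact permutation p 0.12, adjusted 0.168 over 7 measures). Without CXCR4 it was lower in 4 of 4 batches, at −0.060 ± 0.019 (−0.0595; exact p 0.38, adjusted 0.443). Without CXCR4 and FLT1 it was −0.0021 ± 0.040, lower in 2 of 4 batches (exact p 0.949, adjusted 0.949), and the other 8 genes went both ways, 4 lower and 4 higher (−0.193 to 0.158). Whether 1 or 2 genes carry the fall cannot be told apart from a fall of the list, because it holds 10 tested genes. The gap between the lists was 0.35 ± 0.063 (exact permutation p over the 3 constructs 0.037, adjusted 0.0648). Without CXCR4 it was 0.22 ± 0.084 (exact p 0.00463, the smallest possible, adjusted 0.0162), and without CXCR4 and FLT1 0.16 ± 0.11 (0.00463, adjusted 0.0162), most of it from the hypoxia list. The exact p-values here test any difference among the 3 constructs, not this pair. For the pair alone, exchanging labels within 4 batches cannot give a p under 0.125. CXCR4 and FLT1 were left out after they were seen to fall most. The amount of transfected transcript is argued against for the fall of the HIF-2 list. With batch and construct removed, more EPAS1 went with a higher HIF-2 list, with r of 0.945 (permutation p 0.00164, adjusted 0.00492; rho 0.923, permutation p 0.00243, adjusted 0.00729) and 0.893 without the 2 farthest, while cIDR had more EPAS1 than NCTAD and a lower list. Over the 12 transfected libraries, which mix batches and constructs, r was −0.598 (permutation p 0.0406, adjusted 0.0609; rho −0.524, permutation p 0.0841, adjusted 0.126) and −0.681 without the 2 farthest. A different effect of the constructs on CXCR4 and FLT1, or on the list, may be an explanation, as a hypothesis.

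ENSG00000287521 had 22 to 123 counts in every transfected library and 0 in WT. Its CPM followed EPAS1 over the 12 transfected libraries, with r of 0.843 (permutation p 0.00064, adjusted 0.00384; rho 0.825, permutation p 0.00169, adjusted 0.00729) and 0.859 without the 2 farthest. With batch and construct removed r was −0.0527 (permutation p 0.91, adjusted 0.91; rho 0.014, permutation p 0.982, adjusted 0.982) and 0.166 without the 2 farthest. It had 0.382 counts per 1000 EPAS1 counts (0.232 to 0.574), and at this ratio 1.34 counts in total would be expected in WT. Reads of the transfected sequence may therefore be its source, but the ratio varied beyond counting error (chi-square per degree of freedom 3, p 0.000532), and a response to HIF-2α cannot be told apart from it without reads or sequence. A response to a hypoxic state stays open. In batch 2, where the hypoxia list was highest, its level was below the mean of the other batches in 3 of 3 constructs (−0.557 ± 0.247 CPM). But EPAS1 was also below its mean of the other batches there, at 2000 against 2810 CPM in FL. It was 1320 against 3360 in NCTAD and 2190 against 5250 in cIDR. Per 1000 EPAS1 counts ENSG00000287521 had 0.382, 0.444 and 0.523 in FL, NCTAD and cIDR of batch 2, within the range of all libraries. WT replicate 2 had 0 counts, which is a single library.

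PPP2R2B, chosen after its values were seen, was lower with all 3 constructs within batches, with mean log2 differences from WT of −1.42, −1.12 and −1.17 in FL, NCTAD and cIDR. The 3 constructs were not shown to differ (exact permutation p 0.287). Transfection as such may be the cause and cannot be told apart from HIF-2α, because the labels state no control transfection.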
